# Midostaurin potentiates rituximab antitumor activity in Burkitt’s lymphoma by inducing apoptosis

**DOI:** 10.1038/s41419-018-1259-5

**Published:** 2018-12-18

**Authors:** Xiaowen Ge, Jianfeng Chen, Ling Li, Peipei Ding, Qi Wang, Wei Zhang, Luying Li, Xinyue Lv, Danlei Zhou, Zhengzeng Jiang, Haiying Zeng, Yifan Xu, Yingyong Hou, Weiguo Hu

## Abstract

An intensive short-term chemotherapy regimen has substantially prolonged the overall survival of Burkitt’s lymphoma (BL) patients, which has been further improved by addition of rituximab. However, the inevitable development of resistance to rituximab and the toxicity of chemotherapy remain obstacles. We first prepared two BL cell lines resistant to rituximab-mediated CDC. Using a phosphorylation antibody microarray, we revealed that PI3K/AKT pathway contained the most phosphorylated proteins/hits, while apoptosis pathway that may be regulated by PKC displayed the greatest fold enrichment in the resistant cells. The PI3K/AKT inhibitor IPI-145 failed to reverse the resistance. In contrast, the pan-PKC inhibitor midostaurin exhibited potent antitumor activity in both original and resistant cells, alone or in combination with rituximab. Notably, midostaurin promoted apoptosis by reducing the phosphorylation of PKC and consequently of downstream Bad, Bcl-2 and NF-κB. Therefore, midostaurin improved rituximab activity by supplementing pro-apoptotic effects. In vivo, midostaurin alone powerfully prolonged the survival of mice bearing the resistant BL cells compared to rituximab alone treatments. Addition of midostaurin to rituximab led to dramatically improved survival compared to rituximab but not midostaurin monotherapy. Our findings call for further evaluation of midostaurin alone or in combination with rituximab in treating resistant BL in particular.

## Introduction

Burkitt’s lymphoma (BL), a highly aggressive non-Hodgkin’s B-cell lymphoma, accounts for 3–5% of lymphoma cases in all age groups and 40–50% of all childhood lymphomas^1^. Adult BL patients have shown a poor response to a CHOP (cyclophosphamide, doxorubicin, vincristine and prednisolone)-based regimen, with 2-year and 5-year overall survival (OS) rates of approximately 50–65%, decreasing to less than 30% with bone marrow or central nervous system involvement^2,3^. In contrast, an intensive short-term chemotherapy regimen has substantially improved the survival rates to greater than 90% in childhood BL patients^4,5^. Similar regimens in adult BL patients have achieved advances in outcomes, with OS rates exceeding 70%^6–9^. Despite the success of these regimens, further progress is required to achieve a therapeutic strategy that can reduce toxicity and overcome drug resistance in currently incurable patients.

The combination of rituximab with CHOP chemotherapy (R-CHOP) has improved overall survival by at least 20% in cases of diffuse large B-cell lymphoma (DLBCL)^10^. Similarly, many single-arm clinical trials have confirmed the effect of adding rituximab to the intensive short-term chemotherapy regimens for BL^11–15^. A recent phase III clinical trial has shown that addition of rituximab to chemotherapy achieved better 3-year event-free survival (75% vs 62%, *P* = 0.024) and 3-year OS (83% vs 70%, *P* = 0.011) rates than chemotherapy alone^16^. Therefore, addition of rituximab is highly anticipated in the future design of anti-BL regimens, and the subsequent development of resistance to rituximab may be predictable as it has occurred in DLBCL^17^.

By binding to the membrane protein CD20, rituximab destroys lymphocytes mainly via antibody-dependent cellular cytotoxicity (ADCC) and complement-dependent cytotoxicity (CDC)^17–19^. The resistance to ADCC probably results from the intrinsic polymorphism of the IgG Fc receptor *FcgammaRIIIa* gene^20^, whereas the resistance to CDC can most likely be attributed to the down-regulation of CD20 expression and the elevated expression of membrane complement regulatory proteins (mCRPs), especially CD59 expression^17,21,22^. However, many studies have revealed that rituximab fails to induce apoptosis to any detectable extent in B-cell lymphoma, including in BL cells^23–30^. Therefore, the development of a pro-apoptotic agent to combine with rituximab is a rational approach to achieving either high anti-cancer efficacy with rituximab or overcoming the resistance to rituximab. To identify such an alternative therapeutic approach, we prepared two BL cell lines resistant to rituximab-mediated CDC, interrogated the signaling pathways related to the development of resistance, and evaluated the effect of pathway inhibitors on antitumor activity and overcoming resistance.

## Materials and methods

### Cell culture and reagents

Two BL cell lines, Raji and Ramos, were purchased from American Type Culture Collection (Manassas, VA) and were maintained in RPMI-1640 medium supplemented with 10% fetal bovine serum (GIBCO BRL, Grand Island, NY) and 1% penicillin/streptomycin (Ambion, Austin, TX).

As a complement resource, normal human serum (NHS) was pooled from 10 healthy persons, aliquoted and stored at −80 °C until use. The phosphoinositide 3-kinase (PI3K) inhibitor IPI-145^31^ and the protein kinase C (PKC) inhibitor midostaurin were purchased from Selleck Chemicals (Houston, TX), and dissolved in dimethyl sulfoxide (DMSO) in use. Consequently, same volume DMSO was used as control.

### Generation of rituximab-resistant BL cells

We developed Raji and Ramos cells that were resistant to rituximab-mediated CDC as previously described^32^. Briefly, the original Raji or Ramos cells were treated with escalating rituximab (Roche, Basel, Switzerland) concentrations from 4 or 40 μg/mL to 32 or 640 μg/mL, respectively, in the presence of 20% NHS. The resulting resistant cells were termed Raji32 and Ramos640, respectively. These cells were treated with 32 μg/mL or 640 μg/mL rituximab, respectively, and 20% NHS every 21 days to maintain resistance. The CDC effect was assessed by fluorescence-activated cell sorting (FACS) analysis to detect propidium iodide-positive cells.

### Immunoblotting assay

We performed immunoblotting assays according to the standard protocol using the antibodies shown in Table S1.

### FACS analysis

After washing with phosphate-buffered saline (PBS), cells were incubated with fluorescein-conjugated antibodies for 30 min and then rinsed and resuspended in PBS. Flow cytometric analysis was performed on a Cytomics FC500 MPL machine (Beckman Coulter, Brea, CA) and analyzed with the FlowJo software (Ashland, OR). We performed cell sorting with a MoFlo XDP instrument (Beckman Coulter, Brea, CA) based on fluorescence.

Apoptosis analysis was performed using the PE Annexin V Apoptosis Detection Kit (BD Pharmingen, San Diego, CA) according to the manufacturer’s instructions.

### CytoTox-Glo™ cytotoxicity assay

We used the CytoTox-Glo™ cytotoxicity assay kit (Promega, Madison, WI) to detect cytotoxicity. The cells were pretreated with rituximab and 20% NHS in the presence or absence of midostaurin for 48 h before assays. Cytotoxicity was calculated according to the formula: cytotoxicity (%) = dead cell luminescence/total luminescence × 100%.

### Antibody microarray for profiling phosphorylation

Protein phosphorylation was profiled using a phosphorylation-profiling antibody microarray (Full Moon Microsystems, Catalog No. CSP100, Sunnyvale, CA) containing 269 antibodies against 131 protein phosphorylation sites; the procedure was performed by Wayen Biotechnology (Shanghai, China) according to the established protocol. Differentially phosphorylated proteins with a fold change >1.5 were screened by DAVID (Database for Annotation, Visualization and Integrated Discovery) to performed functional annotation^33^. The interaction network among PKC subunits and the differentially phosphorylated proteins was analyzed using Ingenuity Pathway Analysis (IPA, QIAGEN, Dusseldorf, Germany).

### RNA sequencing

RNA sequencing (RNA-seq) was performed as previously described^34^. Briefly, total RNA was extracted and pooled separately from three different passages of Ramos and Ramos640 cells. The RNA quality was determined with a Bioanalyzer 2200 (Agilent Technologies, Santa, Clara, CA). RNA with an RNA integrity number (RIN) >8.0 was considered acceptable for complementary DNA (cDNA) library construction. The RNA-seq was conducted by Shanghai Novelbio, Ltd. cDNA libraries were constructed using the Ion Total RNA-seq Kit v2.0 (Life Technologies, Gaithersburg, MD) and were then processed for RNA sequencing. Before the read mapping, clean reads were obtained from the raw reads by removing adaptor sequences, and these reads were then aligned to the human genome (version: GRCh37 NCBI) using the MapSplice program (v2.1.6). After the significance and false discovery rate (FDR) analyses were performed under the following criteria: (1) fold change >1.5 or <0.667 and (2) FDR <0.05, we applied the DEseq algorithm to filter the differentially expressed genes.

### Gene set enrichment analysis

Using gene set enrichment analysis (GSEA) software (the Broad Institute at MIT), we performed a GSEA to identify the functions of the differentially expressed genes obtained from the RNA-seq^35,36^. The pre-ranked version of the software was used to identify significantly enriched pathways, and enriched pathways with an FDR <0.25 were considered significant. The anti-apoptotic TNFs/NF-κB/Bcl-2 pathway gene set used in this study consisted of 42 genes from the ‘apoptosis and survival anti-apoptotic TNFs/NF-κB/Bcl-2 pathway SuperPath’ in the PathCards pathway unification database (Version 4.6.0.37, Weizmann Institute of Science). 

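For this set, Supplementary Data 2 lists 50 genes, while the methods give 42. The steps of its running score give 20048 ranked genes, and the score after the last listed gene, 0.0702 in the supplement, is what a complete list of 50 members leaves. All 50 genes had a row in the RNA-seq count table of Ramos and Ramos640 cells. Of these, 11 had fewer than 10 reads in the 2 libraries together, 4 of them with no reads at all, which left 39 genes with at least 10 reads.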

The p53 pathway gene set used in this study consisted of 132 genes from the ‘p53 pathway (RnD) SuperPath’ in the PathCards pathway unification database.

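Supplementary Data 2 lists 127 genes for the p53 set, while the methods give 132. In the count table of Ramos and Ramos640 cells, 16 of the 127 genes had fewer than 10 reads in the 2 libraries together, 8 of them with none at all, so 111 genes had at least 10. The list includes 10 Toll-like receptor genes, 7 of them with at least 10 reads, and 2 genes that are also in the TNFs/NF-κB/Bcl-2 set.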

### Plasmid construction and lentiviral transduction

The Coding Sequence (CDS) of the *firefly luciferase* gene was obtained by PCR amplification from the pGL3-Basic plasmid and inserted into the pCDH cDNA cloning and expression lentivector. Primers for the *firefly luciferase* CDS amplification were as follows: forward primer 5′-ATGGAAGACGCCAAAAACATAAAG-3′, reverse primer 5′-TTACACGGCGATCTTTCCGCCCTT-3′. The pCDH plasmid was co-transfected with the pMD.2G and psPAX2 plasmids into 293FT cells to generate a *firefly luciferase* overexpression lentivirus. The lentivirus was subsequently added to the culture medium of Raji32 cells for 48 h of incubation. All the cells transfected with the lentivirus in this study were sorted based on green fluorescent protein using a MoFlo XDP instrument (Beckman Coulter, Brea, CA) and were termed Raji32-Luc cells.

### Xenograft model

The 8-week-old female SCID (severe combined immunodeficiency) mice were purchased from SLAC Laboratory Animal Co. (Shanghai, China). Raji32-Luc cells were resuspended in PBS and then injected intraperitoneally at 1.5 × 10^7^ cells per mouse. The mice were divided into 4 groups (7 mice per group) based on the administered drugs, i.e., saline, rituximab, midostaurin and rituximab plus midostaurin. Rituximab was intraperitoneally injected at 118.4 mg/kg on days 8, 12 and 16, and midostaurin was administered by gavage at 20 mg/kg on days 8, 9, 10, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20 and 21 after implantation. Saline was administered in the same way as rituximab with the same injection volume. Tumor growth was monitored by bioluminescence at 50, 70 and 90 days after implantation. For the in vivo luminescence imaging, D-luciferin (Promega, Madison, WI) was intraperitoneally injected (150 mg/kg). After 10 min, the mice were anesthetized by intraperitoneal injection with pentobarbital (50 mg/kg), and bioluminescence was then visualized using an In-Vivo MS FX PRO system (Bruker, Billerica, MA). The survival time of each mouse was recorded until 120 days. All the animal experiments were conducted in strict accordance with experimental protocols approved by the Animal Ethics Committee at Shanghai Medical School, Fudan University.

### Statistics

The data are presented as the mean ± SD unless otherwise specified. The significance of differences between two groups was determined using the two-tailed Student’s *t*-test for unpaired data. For the total photon flux in the animal models, the significance of differences was determined using the one-tailed Mann–Whitney test. We applied the Mantel–Cox test to compare the survival rates of two groups of xenograft mouse models. In all analyses, *P* < 0.05 was considered statistically significant.

## Results

### Reduced CD20 and elevated CD59 expression levels led to the resistance of BL cells to rituximab-mediated CDC

The intrinsic features of immune cells precipitate the resistance to rituximab-mediated ADCC^20^, while apoptosis plays a negligible role in rituximab antitumor activity. Therefore, we generated two BL cell lines, Ramos640 and Raji32, that were resistant to rituximab-mediated CDC at rituximab concentrations of 640 and 32 μg/mL, respectively. Using immunoblotting (Fig. 1a, c) and FACS (Fig. 1b, d) assays, we found that CD20 expression decreased while CD59 expression increased in both resistant cell lines compared to the expression levels in the corresponding original cells (Fig. 1). However, the expression levels of two other mCRPs were not consistent between the two resistant cell lines. CD55 expression was reduced in Ramos640 cells but was increased in Raji32 cells, and CD46 expression was unchanged in Ramos640 cells but was reduced in Raji32 cells (Fig. 1). These results are consistent with previous reports showing that reduced CD20 and elevated CD59 levels contribute to the development of resistance to rituximab-mediated CDC^17,21,22^. Considerable efforts have been made to improve rituximab therapeutic efficacy by increasing CD20 expression, for example, by administering the histone deacetylase inhibitor trichostatin A^37^ or synthetic CpG oligodeoxynucleotides^38^ or by inhibiting CD59 function with a modified monoclonal antibody^39,40^ or the bacterial toxin-derived ILYd4^32^. However, among these approaches, only CpG oligodeoxynucleotides were further evaluated in a clinical trial (phase I) to determine their safety in B-cell non-Hodgkin lymphoma (NHL) patients^41^, and no further clinical trials have been reported. Therefore, alternative therapeutic strategies are still required.

**Fig. 1:**
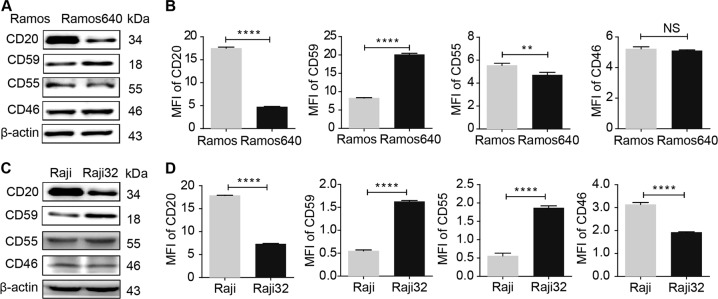
The expression levels of CD20 and mCRPs in resistant BL cells. **a**–**d** Compared to the original cells, CD20 expression was reduced, while CD59 expression was elevated in the resistant Ramos640 (**a**, **b**) and Raji32 (**c**, **d**) cells as determined by western blot analysis (**a**, **c**) and FACS (**b**, **d**). However, CD55 expression was slightly reduced in the resistant Ramos640 cells (**a**, **b**), but significantly increased in the resistant Raji32 cells (**c**, **d**). In addition, CD46 expression was only decreased in the resistant Raji32 cells (**c**, **d**) but not in the Ramos640 cells (**a**, **b**). The data are presented as the means ± SD, *n* = 3, NS  no significance, **P < 0.01, and ****P < 0.0001

### PI3K/Akt pathway was strongly enriched in the resistant cells, but its inhibition failed to reverse the resistance

Considering the negligible effect of rituximab on inducing apoptosis in B-NHL, addition of a pro-apoptotic agent to rituximab therapy would be an ideal strategy. Therefore, an antibody microarray for phosphorylation profiling was used to identify the functional proteins and signaling pathways activated in Ramos640 cells. Fluorescence analysis revealed that the phosphorylation levels of 35 proteins were up- (31/35) or down-regulated (4/35) by greater than 1.4-fold in Ramos640 cells compared to the levels in Ramos cells (Supplementary Data 1). KEGG (Kyoto Encyclopedia of Genes and Genomes) signaling pathway analysis of these proteins demonstrated that PI3K/AKT signaling pathway contained the most phosphorylated proteins/hits, with 13, while apoptosis pathway displayed the greatest fold enrichment, at 47.76 (Table 1). Next, the PI3K inhibitor IPI-145 was used to determine whether PI3K inhibition could increase the susceptibility of resistant BL cells to rituximab treatment. We first confirmed that PI3K/Akt was activated in Ramos640 and Raji32 cells compared to the corresponding original cells and that IPI-145 effectively impaired the phosphorylation of Akt (Fig. 2a). However, CD20 expression was strongly suppressed by IPI-145 treatment in both original and resistant cells, whereas the expression levels of three mCRPs CD59, CD55 and CD46 were nearly unchanged (Fig. 2a). These outcomes subsequently resulted in no effect or even a slightly negative effect of IPI-145 on the enhancement of rituximab-mediated CDC in the original and resistant cells, with the exception of Raji32 cells (Fig. 2b). In the Raji32 cells, IPI-145 alone or in combination with rituximab slightly enhanced cell death compared to that observed in the control or rituximab alone treatments, respectively (Fig. 2b, right panel). These results suggest that PI3K/Akt might not be a valuable drug target for facilitating rituximab treatment.

**Table 1:** Enriched pathways in Ramos640 vs Ramos cells based on an antibody microarray for profiling phosphorylation

KEGG pathway	*P* value	Fold enrichment	Count	Genes
hsa04151: PI3K-Akt signaling pathway	2.47E−15	18.60	13	*CDKN1A, PTK2, CDKN1B, BCL2, CREB1, TP53, BAD, BCL2L1, ITGB3, PTEN, MYC, CHUK, AKT2*
hsa05200: Pathways in cancer	1.24E−12	15.07	12	*CDKN1A, PTK2, CDKN1B, JUN, BCL2, TP53, BAD, BCL2L1, PTEN, MYC, CHUK, AKT2*
hsa04012: ErbB signaling pathway	5.35E−09	39.71	7	*CDKN1A, PTK2, CDKN1B, JUN, BAD, MYC, AKT2*
hsa05169: Epstein-Barr virus infection	1.59E−08	20.78	8	*CDKN1A, CDKN1B, JUN, BCL2, TP53, MYC, CHUK, AKT2*
hsa04210: Apoptosis	6.01E−08	47.76	6	*BCL2, TP53, BAD, BCL2L1, CHUK, AKT2*
hsa04510: Focal adhesion	9.41E−07	16.77	7	*PTK2, JUN, BCL2, BAD, ITGB3, PTEN, AKT2*
hsa05206: microRNAs in cancer	6.28E−06	12.12	7	*CDKN1A, CDKN1B, BCL2, TP53, ITGB3, PTEN, MYC*
hsa05202: Transcriptional misregulation in cancer	8.80E−06	17.63	6	*CDKN1A, PTK2, CDKN1B, TP53, BCL2L1, MYC*
hsa05205: Proteoglycans in cancer	2.06E−05	14.81	6	*CDKN1A, PTK2, TP53, ITGB3, MYC, AKT2*
hsa05203: Viral carcinogenesis	2.32E−05	14.45	6	*CDKN1A, CDKN1B, JUN, CREB1, TP53, BAD*

**Fig. 2:**
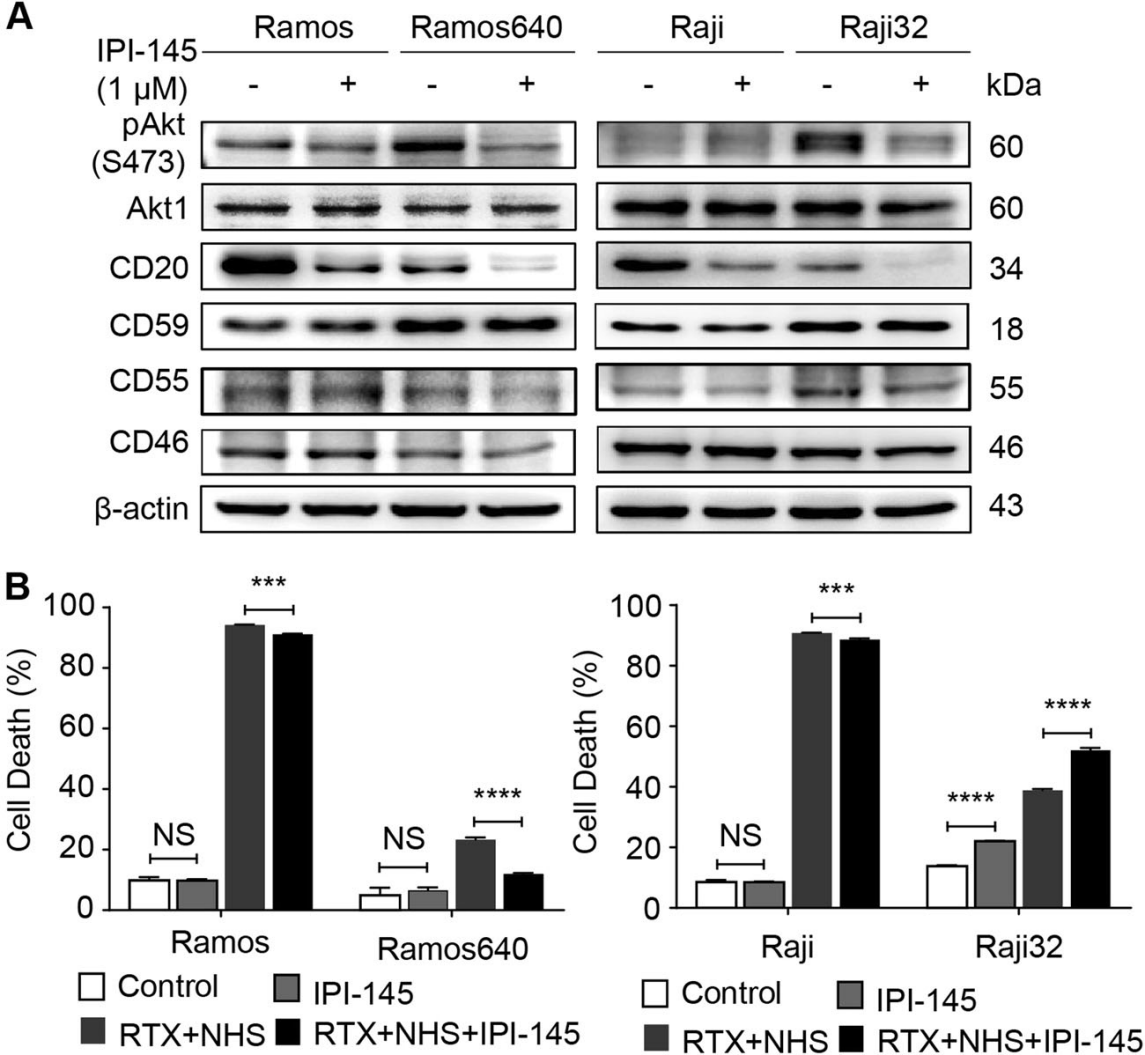
PI3K/Akt inhibition failed to enhance the susceptibility of BL cells to rituximab-mediated CDC. **a** The phosphorylation levels of Akt (S473) increased in the resistant Ramos640 and Raji cells compared to the corresponding original cells, which could be suppressed by treatment with the PI3K inhibitor IPI-145, leading to reduced expression of CD20 and CD55. **b** The effect of combining IPI-145 with rituximab on rituximab-mediated CDC. IPI-145 alone failed to increase cell death in all the original and resistant cells except for the Raji32 cells. The addition of IPI-145 to rituximab also failed to increase rituximab-mediated CDC in the Ramos and Raji cells, but not in the Raji32 cells. In contrast, this combination treatment significantly increased rituximab-mediated CDC in the Raji32 cells. The data are represented as the means ± SD, *n* = 3, NS no significance, ***P < 0.001, ****P < 0.0001. RTX rituximab, NHS normal human serum

### The PKC-mediated apoptosis pathway was highly activated in resistant cells

Although apoptosis pathway was identified as the most enriched in the antibody microarray, only six proteins were included in this pathway (Table 1), which hindered the isolation of the pathway modulators. Therefore, we narrowed the scope of the investigation by elevating the fold change of up- and down-regulated phosphorylated proteins/sites to 1.5 in the phosphorylation-profiling antibody microarray. The results revealed that a total of 16 proteins/sites were up-regulated by greater than 1.5-fold (Fig. 3a, and Supplementary Data 1). Notably, all of these up-regulated proteins/sites were determined to be involved in apoptosis according to the IPA (Fig. 3b). More importantly, the IPA also revealed that PKC signaling regulates all of these up-regulated proteins (Fig. 3b), although the detection of PKC phosphorylation was not included in the antibody microarray set used to profile phosphorylation. Using RNA-seq assay, we further found that the expression of genes in TNFs/NF-κB/Bcl-2 pathway was strongly elevated, while the expression of genes in p53 pathway was significantly reduced in Ramos640 cells compared to the levels in Ramos cells based on the GSEA (Fig. 3c, d, and Supplementary Data 2). This analysis also indicated that the anti-apoptotic genes were up-regulated, while the pro-apoptotic genes were down-regulated. Therefore, these data suggested that PKC phosphorylated multiple downstream proteins, leading to the anti-apoptotic effect in Ramos640 cells.

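RNA-seq compared Ramos, a human BL cell line of B-cell origin, with Ramos640, its derivative selected for resistance to rituximab-mediated CDC. The paper gives the rituximab concentration as 640 μg/mL, while the sample labels give 640 mg/mL. RNA from 3 passages of each cell line was pooled before the library was made. There was therefore 1 library per cell line, and no difference between the cell lines has a replicate check. The authors removed adaptor sequences, aligned the reads to the human genome (GRCh37) with MapSplice (v2.1.6) and counted reads per gene. The deposited counts are whole numbers without normalization. The paper's text does not name the counting program, and does not say how reads that fit several genes were counted or whether the strand was used. The counts summed to 38030090 reads in the Ramos library and 30871826 in the Ramos640 library. A count of 0 allows up to 3 reads, which is 0.0789 CPM in Ramos and 0.0972 CPM in Ramos640. The table has 37122 genes, of which 12889 had no reads in either library. Counts were divided by median-of-ratios size factors, as in the DEseq algorithm, of 1.14 for Ramos and 0.876 for Ramos640. The log2 fold change of Ramos640 over Ramos was taken after adding 1 to each normalized count, and 95% intervals came from the exact Clopper-Pearson interval of the Ramos640 share of a gene's reads. These intervals cover counting error only.
The fold change criteria of the study and an FDR under 0.05 were applied to the 18778 genes with at least 10 reads, with an exact binomial test on the reads and Benjamini-Hochberg adjustment. By these criteria 2023 genes were higher and 2469 genes were lower in the Ramos640 library. The test compares the 2 libraries, not the cell lines, because it knows no variation between cultures. An assumed biological coefficient of variation of 0.4 in edgeR's exact test, the alternative that moved the counts most, left 27 higher and 36 lower genes. Across 10220 protein-coding genes with at least 100 reads, the log2 fold change rose with the GC content of the transcript (Spearman's rho = 0.432 across genes, which are not independent replicates). The median log2 fold change was -0.35 in the tenth of these genes with the lowest GC content and 0.18 in the tenth with the highest.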

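All 37122 genes were ranked by log2 fold change, and the running-sum score of each set was compared with 10000 random gene lists of the same size. The TNFs/NF-κB/Bcl-2 set had an enrichment score of 0.464, with a counting error from 0.359 to 0.561 over 200 redraws of the reads, and an NES of 1.22. Of the random lists with a positive score, 13.3% reached this score, a share below the study's limit of 25%. The p53 set had an enrichment score of -0.40, with a counting error from -0.45 to -0.36, and an NES of -1.16. Of the random lists with a negative score, 14.8% reached it, also below the limit. The unweighted running sum moved both values most, to an NES of 2.17 and -2.42. The random lists came from all 37122 genes, 12889 of them without reads, while 4 and 8 members had none. Without weights, a set of mostly expressed genes can score away from 0 in this ranking. These 2 values therefore do not measure regulation alone. Without TRAF3 the share for the TNFs/NF-κB/Bcl-2 set was 26.6%, and with a pseudocount of 0.1 it was 38.6%. The share for the p53 set passed 25% under 5 alternatives, among them 57.3% without the Toll-like receptor genes and 28.1% against random lists matched on GC content and transcript length. Under the other alternatives it ranged from 0.0603% (unweighted) to 18.1%, among them 2.04% against lists matched on mean expression and 4.18% with only genes with at least 100 reads. The other alternatives for the TNFs/NF-κB/Bcl-2 set gave 0.0796% (unweighted) to 18.3%.
Among the 39 members of the TNFs/NF-κB/Bcl-2 set with at least 10 reads, 25 were higher and 14 were lower in Ramos640, and the intervals of 15 lay above 0 and of 11 below 0. Their median log2 fold change of 0.13 was at the 93.6th percentile of 10000 random lists matched on mean expression, inside the central 95% of these lists. Among the 111 members of the p53 set with at least 10 reads, 52 were higher and 59 were lower, with 37 intervals above 0 and 49 below 0. Their median of -0.087 was at the 6.15th percentile, also inside the central 95%. Scaling to total counts changed the split to 22 higher and 17 lower genes in the first set and to 42 higher and 69 lower genes in the p53 set. No member with at least 10 reads had 3 or fewer reads in either library, so no fold change in these medians is a lower bound.
The largest rise in the TNFs/NF-κB/Bcl-2 set was that of TRAF3, an adaptor of TNF receptors, on chromosome 14 of GRCh37 from 103243786 to 103377837. It had 42 reads in Ramos and 208 in Ramos640, a log2 fold change of 2.66 with an interval from 2.21 to 3.20. RELB rose from 2065 to 3486 reads (log2 fold change 1.14) and NFKB2 from 1821 to 2623 (0.91). TNFRSF1B had 12 and 37 reads (1.91). TNFRSF17, with 1887 and 874 reads (-0.73), was among the members that fell. The largest fall in the p53 set was that of TLR4, on chromosome 9 from 120466453 to 120487013, with 239 reads in Ramos and 6 in Ramos640 (log2 fold change -4.75, interval from -6.40 to -3.79). TLR6 (-2.44), TLR1 (-1.76) and TLR10 (-1.48) fell as well, and these 3 genes are neighbours on chromosome 4. The other 3 Toll-like receptor genes with at least 10 reads, named after their values were seen, did not fall. TLR9 rose by 0.47 on the log2 scale (404 and 430 reads, interval from 0.27 to 0.67), and the intervals of TLR7 (0.22) and TLR3 (0.052) included 0, with TLR3 at -0.027 under total counts. TLR1 and TLR6 overlap on the same strand, so their reads could have been split between them. FOXO3 (1.10) and SFN (1.09) rose most in the p53 set.

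**Figure D1:**
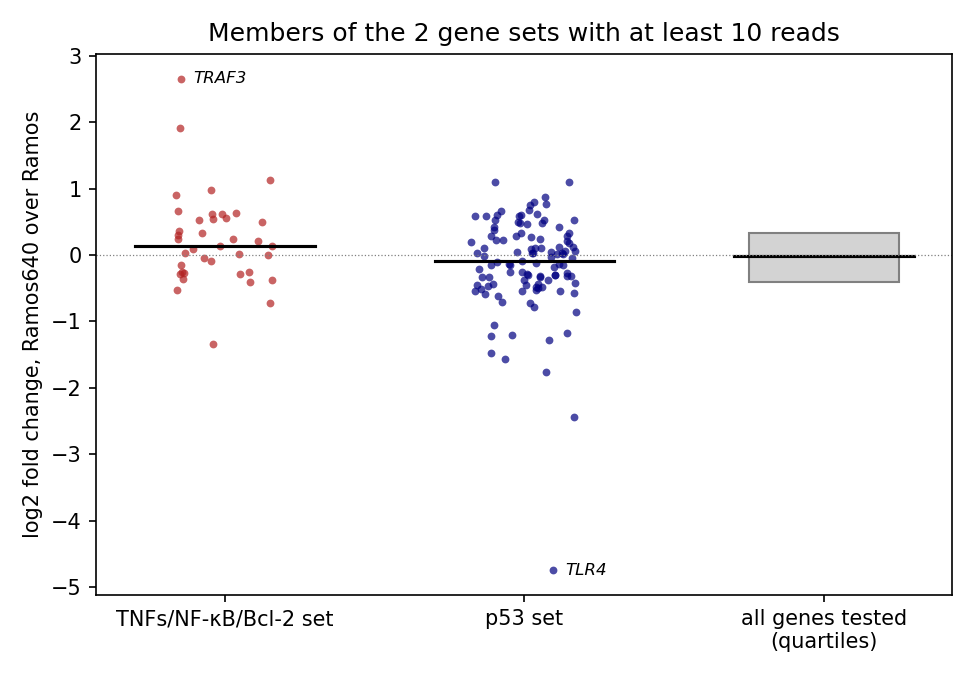
Log2 fold change of Ramos640 over Ramos (vertical axis) for the members of the 2 gene sets with at least 10 reads, 1 point per gene and 1 library per cell line. Black lines are medians, 0.13 for the TNFs/NF-κB/Bcl-2 set and -0.087 for the p53 set, and the gray box spans the quartiles of all 18778 genes tested, from -0.40 to 0.34.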

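The genes of Supplementary Data 2 with a direct role in apoptosis were taken as an anti-apoptotic list of 7 genes and a pro-apoptotic list of 14 genes. The anti-apoptotic genes had a median log2 fold change of -0.088 in Ramos640, with a counting error from -0.16 to -0.014, and 2 of the 7 were higher. This median was at the 29.7th percentile of 10000 random lists matched on mean expression, whose central 95% ran from -0.41 to 0.43. Against lists matched on GC content and transcript length as well, the alternative that moved the percentile most, it was at the 57.7th. BCL2L1, which encodes Bcl-xL, lies on chromosome 20 of GRCh37 from 30252255 to 30311792 and had 4739 reads in Ramos and 5160 in Ramos640 (log2 fold change 0.50, interval from 0.45 to 0.56). BCL2, on chromosome 18 from 60790579 to 60987361, had 38 and 45 reads (0.61, interval from -0.030 to 1.29), so a change was not detectable at this depth. BIRC2 (-0.36), XIAP (-0.29) and BIRC5 (-0.088) had intervals below 0, and those of BCL2A1 and BIRC3 included 0.
Of the 14 pro-apoptotic genes, 12 had at least 10 reads, and their median log2 fold change was 0.045, with a counting error from -0.0091 to 0.11. It was at the 66.0th percentile of matched lists, whose central 95% ran from -0.31 to 0.28. Scaled to total counts the median was -0.035, with 5 higher and 7 lower genes instead of 7 and 5, and its percentile stayed at 66.0. FAS (0.67), BAD (0.48), BAX (0.33) and SIVA1 (0.20) were among the genes with intervals above 0. The intervals of TP53I3 (-1.21), BBC3 (-1.21), APAF1 (-0.44) and CYCS (-0.32) lay below 0. BBC3, which encodes PUMA, lies on chromosome 19 from 47724079 to 47736023 and had 95 reads in Ramos and 31 in Ramos640. FAS, BAD, TP53I3 and APAF1 overlap other genes with reads, and CYCS has 11 pseudogenes with at least 10 reads, so the reads of these genes could have been split. PERP had 3 reads in each library and TP53AIP1 had none. From the 2 gene sets the paper states that anti-apoptotic genes rose and pro-apoptotic genes fell, and with the phosphorylation data it proposes that PKC acted through several downstream proteins against apoptosis.

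**Figure D2:**
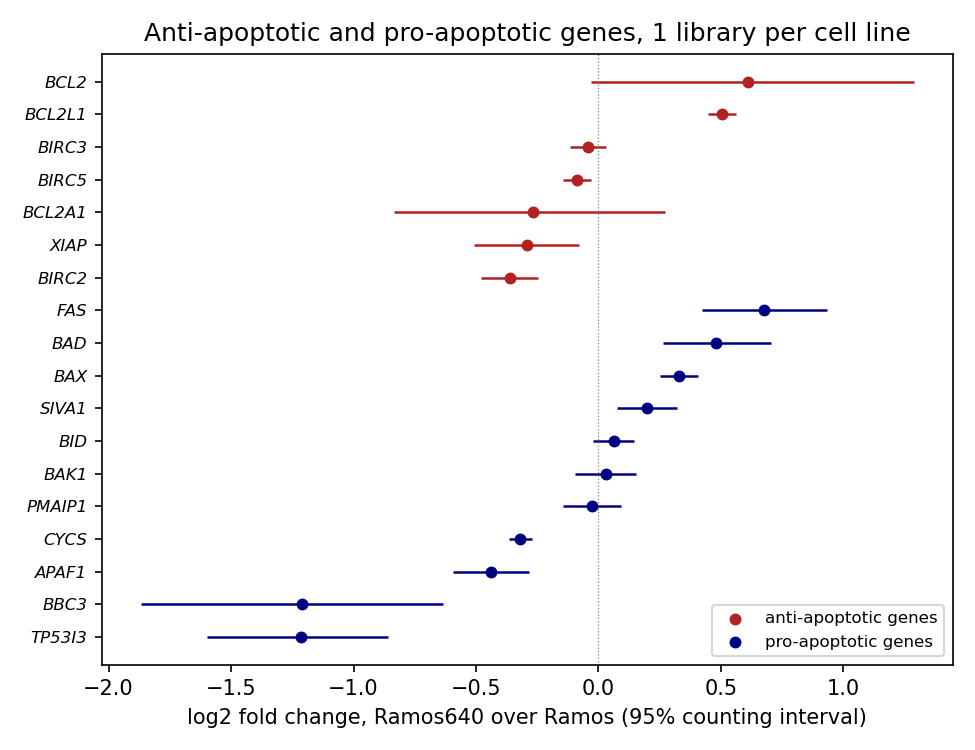
Log2 fold change of Ramos640 over Ramos (horizontal axis) with its 95% counting interval for the 7 anti-apoptotic genes and 11 of the 12 pro-apoptotic genes with at least 10 reads, 1 library per cell line. Genes of both lists lie on both sides of 0, with TP53I3 and BBC3 at -1.21 farthest from it.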

**Fig. 3:**
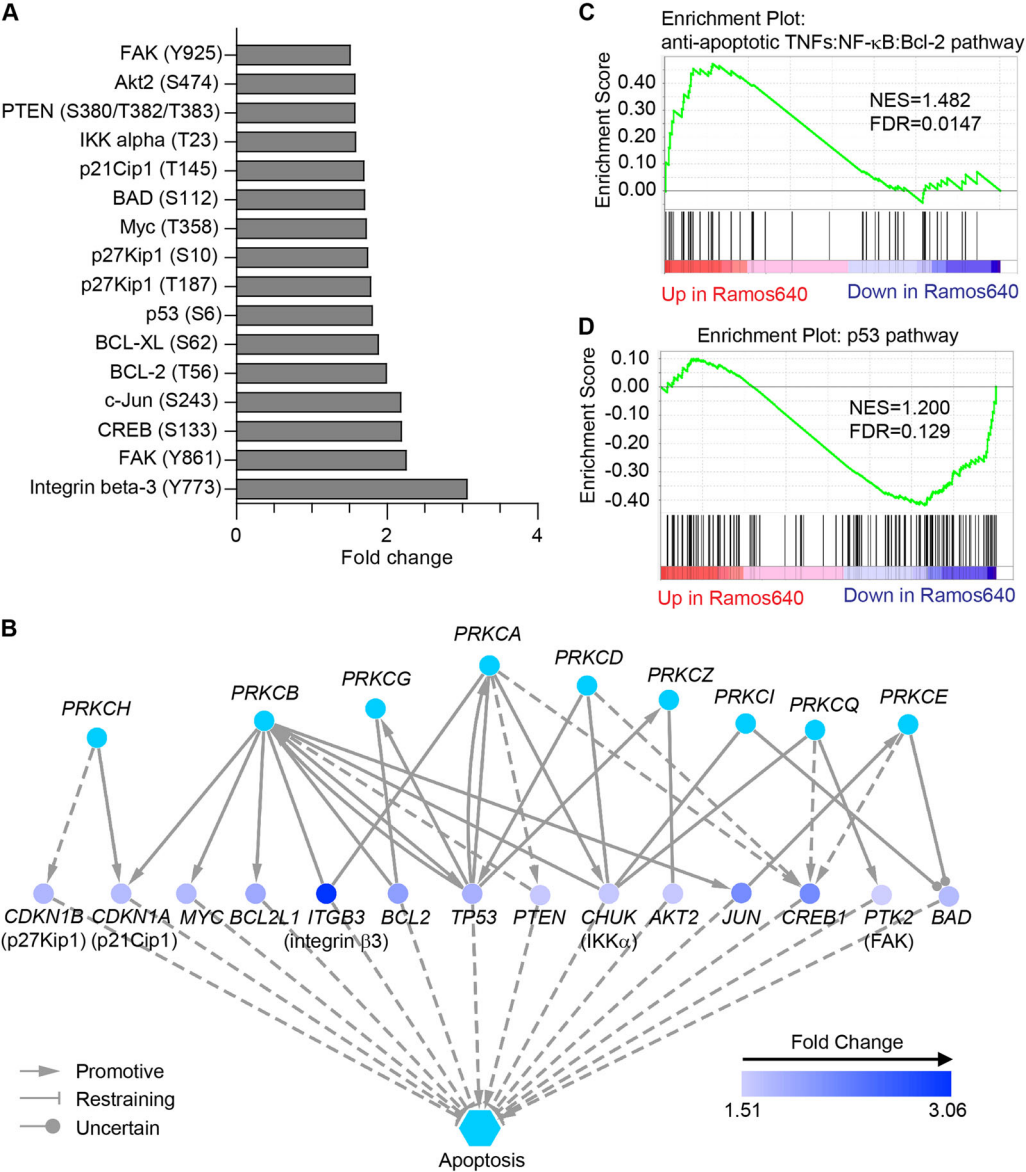
Bioinformatics analysis revealed the anti-apoptotic effect regulated by PKC signaling in Ramos640 cells. **a** Phosphorylated proteins/hits up-regulated by greater than 1.5-fold in an antibody microarray for profiling phosphorylation. **b** IPA: the distinct PKC isoforms regulate apoptosis via the up-regulated proteins/hits in (**a**). **c**, **d** GSEA for TNFs/NF-κB/Bcl-2 (**c**) or p53 (**d**) signatures in comparing the RNA-Seq data of the Ramos and Ramos640 cells. Results with an FDR < 0.25 were considered to be significant. Solid lines represent direct regulation, and dotted lines represent indirect regulation

### The pan-PKC inhibitor midostaurin strongly promoted apoptosis

We compared the expression levels of five PKC isoforms in the original and resistant BL cells, and found that PKCα/β2/γ/η in Ramos640 and PKCα/β1/β2/η in Raji32 cells were overexpressed compared to the levels in the corresponding original cells. More importantly, the phosphorylation levels of PKC, which were detected by the sole commercially available antibody recognizing all PKC isoforms, were increased in both resistant cell lines (Fig. 4a). Further, we detected the efficacy of midostaurin in regulating PKC phosphorylation. Midostaurin is a multi-kinase inhibitor that was initially targeted toward PKC and is currently approved for acute myelogenous leukemia (AML) with an Fms-like tyrosine kinase 3 (FLT3) mutation and advanced systemic mastocytosis (SM)^42,43^. We observed that midostaurin suppressed the phosphorylation levels of PKC in both resistant BL cell lines and original Ramos cells but not original Raji cells and that this kinase inhibitor reduced the expression levels of PKCβ2/η in Ramos cells, of PKCα/η in Ramos640 cells and of PKCβ1/η in Raji32 cells (Fig. 4a).

**Fig. 4:**
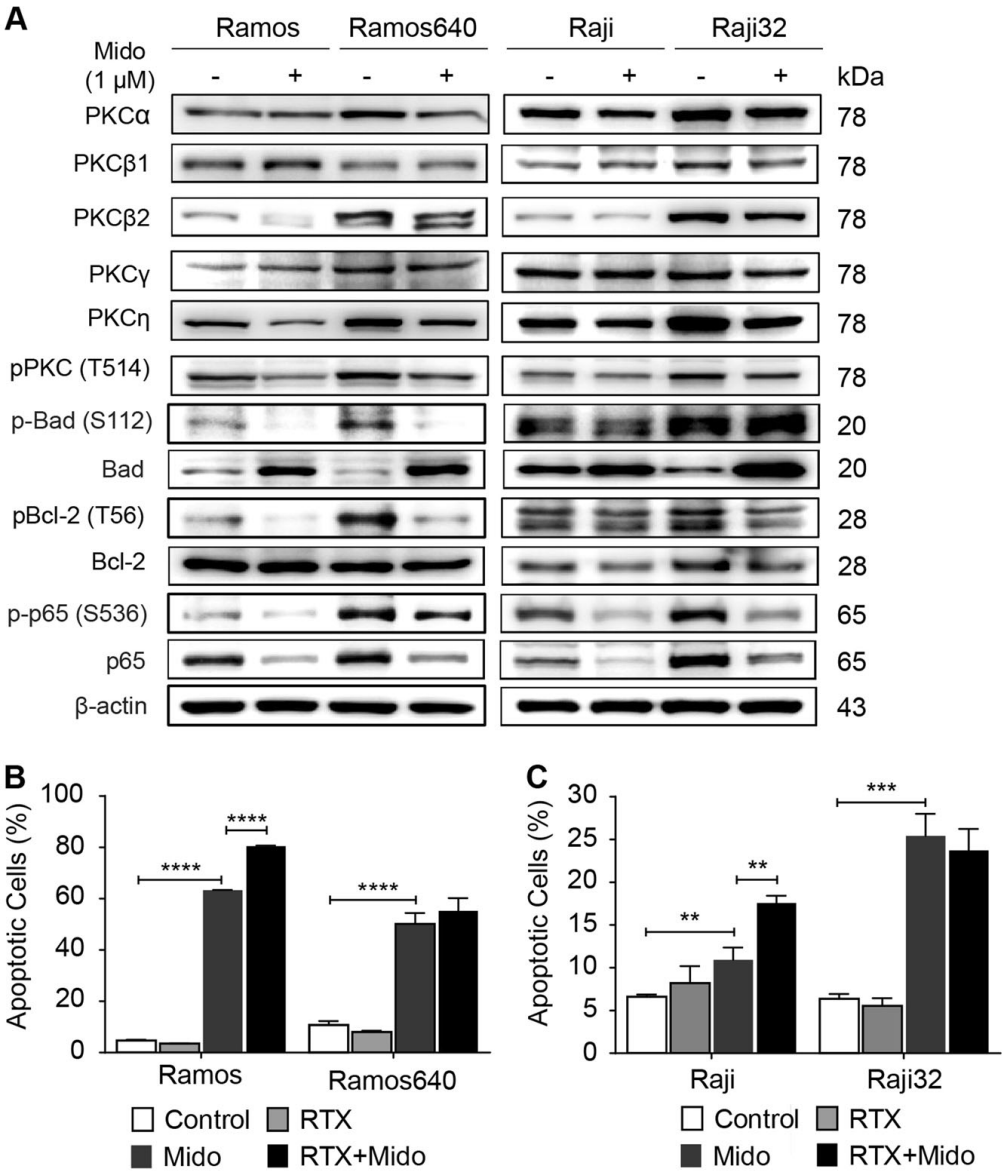
PKC inhibition strongly induced apoptosis in both the original and resistant BL cells. **a** The indicated PKC isoforms were up-regulated in the resistant BL cells, leading to elevated levels of PKC phosphorylation and the activation of downstream anti-apoptotic proteins. **b**, **c** The pan-PKC inhibitor midostaurin potently induced apoptosis in the original and resistant Ramos (**b**) and Raji (**c**) cells, and the addition of rituximab to midostaurin significantly enhanced the pro-apoptotic effect in the Ramos640 cells. The data are presented as the means ± SD, *n* = 3, **P < 0.01, ***P < 0.001, ****P < 0.0001. RTX rituximab (640 or 32 μg/mL for Ramos or Raji, respectively), Mido midostaurin (1 μM)

Next, we verified the phosphorylation levels of several PKC downstream signaling molecules, including Bad, Bcl-2 and NF-κB subunit p65. We first found that the phosphorylated levels of these molecules were significantly elevated (Fig. 4a). Furthermore, the expression levels of Bad were decreased, while those of p65 were increased in both resistant cell lines (Fig. 4a). All of the above changes may contribute to anti-apoptosis to a considerable degree, thus leading to the development of rituximab resistance in Ramos640 and Raji32 cells. In addition, midostaurin suppressed the phosphorylation levels of Bad, Bcl-2 and p65 in all the original and resistant cells (Fig. 4a). Moreover, midostaurin increased or reduced the expression of Bad or p65, respectively, in all four original and resistant cell lines and reduced the expression of Bcl-2 only in the original and resistant Raji cells (Fig. 4a). Therefore, midostaurin inhibited PKC and its subsequent downstream signaling molecules, which may lead to the pro-apoptotic effect in both Ramos and Raji cells to varying degrees. Among the cell lines, Raji cells appeared to be more resistant to midostaurin-mediated PKC inhibition than Ramos cells because midostaurin failed to suppress PKC phosphorylation.

Furthermore, we assessed the pro-apoptotic effects of midostaurin alone or in combination with rituximab on the original and resistant BL cells. As we expected, treatment with rituximab alone failed to induce apoptosis in all four original or resistant BL cell lines (Fig. 4b, c). However, compared to the culture medium control, midostaurin alone dramatically induced cell apoptosis in Ramos (from 4.7 to 63.3%), Ramos640 (from 10.8 to 50.2%) and Raji32 (from 6.4 to 25.4%) cells and slightly increased apoptosis (from 6.6% to 10.9%) in Raji cells, although the *P* value did reach statistical significance (*P* = 0.0038) (Fig. 4b, c). These results also functionally indicated that, in general, Raji cells were more resistant to midostaurin-induced apoptosis than Ramos cells. In addition, the combination of midostaurin with rituximab resulted in slight pro-apoptotic effects only in the original but not in the resistant Ramos and Raji cell lines (Fig. 4b,c), further supporting the conclusion that rituximab induces a negligible pro-apoptotic effect, if any.

### Midostaurin additively enhanced the susceptibility of resistant BL cells to rituximab-mediated CDC

Rituximab-mediated CDC can be regulated by the expression of mCRPs, such as CD46, CD55 and especially CD59, in addition to CD20^17,22,44^. We observed that midostaurin reduced the expression levels of CD20 in all four BL cell lines and the levels of CD59 mainly in the resistant cells, while this inhibitor had no effect on the expression levels of CD55 or CD46 (Fig. 5a). These results suggested that midostaurin may hinder rituximab-mediated CDC due to the reduced expression of only CD20 in the original BL cells, while the effect of midostaurin on the resistant BL cells requires further examination due to the reduced expression of both CD20 and CD59. In addition, these results revealed a difference between the IPI-145 and midostaurin effects on regulating CD20 and CD59 expression, in which IPI-145 only reduced CD20 but not CD59 expression in the resistant BL cells (Fig. 2a).

**Fig. 5:**
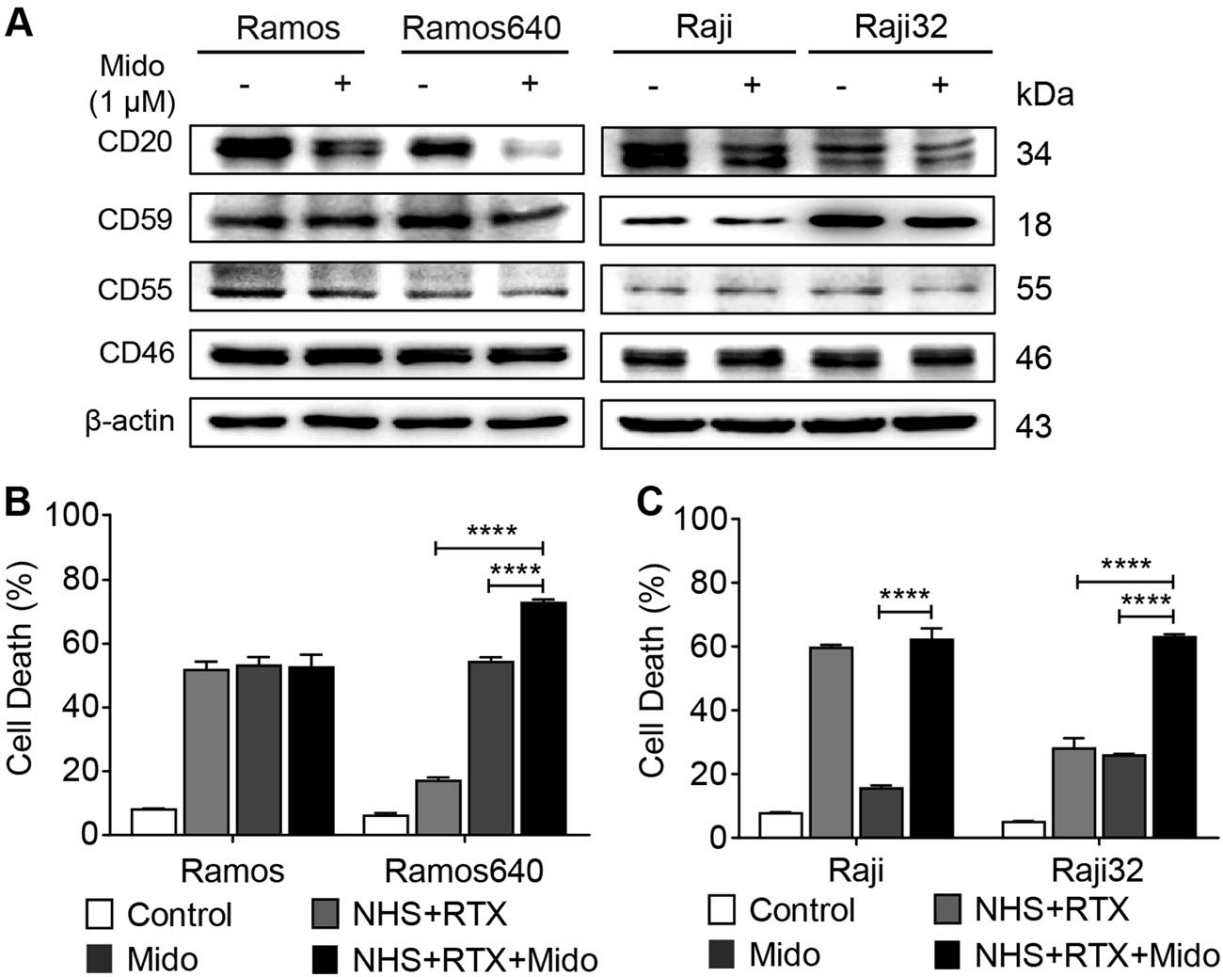
Midostaurin additively enhanced rituximab-mediated CDC in resistant BL cells. **a** The PKC inhibitor significantly reduced CD20 expression in both the original and resistant cells and CD59 expression mainly in the resistant cells but did not alter the expression of CD55 or CD46 in the original or resistant cells. **b**, **c** The effect of the PKC inhibitor on rituximab-mediated CDC. The addition of the PKC inhibitor failed to enhance rituximab-mediated CDC in the original Ramos (**b**) and Raji (**c**) cells; however, the inhibitor additively enhanced CDC in the resistant Ramos640 (**b**) and Raji32 (**c**) cells. The data are presented as the means ± SD, *n* = 3, ****P < 0.0001. RTX rituximab (40 or 4 μg/mL for Ramos or Raji, respectively; or 640 or 32 μg/mL for Ramos640 or Raji32, respectively), NHS normal human serum (20%), Mido midostaurin (1 μM)

While rituximab plus NHS potently induced CDC in the original Ramos and Raji cells, addition of midostaurin failed to enhance the susceptibility to rituximab-mediated CDC, although midostaurin promoted apoptosis (Fig. 5b, c). This result may be caused by the reduced CD20 expression and the already high cell death rate induced by treatment with rituximab alone. In contrast, addition of rituximab significantly enhanced the cytotoxic effect of midostaurin in both original BL cell lines (Fig. 5b, c), indicating that rituximab-mediated CDC dominated over midostaurin-induced apoptosis in the original BL cells. Notably, we found that the cytotoxic effect of the combined rituximab and midostaurin treatment appeared to be additive in the resistant Ramos640 and Raji32 cells. Rituximab and midostaurin induced 17.1 and 54.3% cell death, respectively, while the combination induced 72.8% cell death (Fig. 5b). Similarly, rituximab and midostaurin induced 28.0 and 25.8% cell death, respectively, while their combination induced 62.9% cell death (Fig. 5c). These results may be due to the distinct antitumor mechanisms of rituximab and midostaurin.

### Combination treatment of rituximab with midostaurin significantly suppressed tumor growth of the resistant cells

Given that the potent pro-apoptotic effect of midostaurin may help increase rituximab antitumor activity, we tested the efficacy of a combination treatment of rituximab with midostaurin in immunodeficient mice that were implanted with the more resistant Raji32 cells transfected with a luciferase-expressing plasmid. On day 50 after implantation, the tumor growth represented by total flux was ranked in the order of saline, rituximab, midostaurin and rituximab plus midostaurin, in which all the adjacent groups exhibited statistically significant differences in tumor mass (Fig. 6a, b). On day 70, 3 out of 7 mice died in the saline group, 1 out of 7 died in the rituximab group, and all 7 mice survived in the midostaurin and combination treatment groups (Fig. 6c). The tumor mass in the surviving mice showed consistent results (Fig. 6d). On day 90, 1 out of 7, 4 out of 7, or 6 out of 7 mice survived in the saline or rituximab groups, midostaurin group, or combination treatment group, respectively (Fig. 6e). The tumor mass in the surviving mouse with saline treatment was greater than that in the surviving mouse with rituximab treatment (Fig. 6f). In addition, the survival curve analysis demonstrated that compared to rituximab alone, midostaurin alone or in combination with rituximab significantly prolonged the survival rate (Fig. 6g), indicating that the pro-apoptotic effect induced by midostaurin may be a necessary and beneficial supplement to the therapeutic regimen, especially for the treatment of resistant BL.

**Fig. 6:**
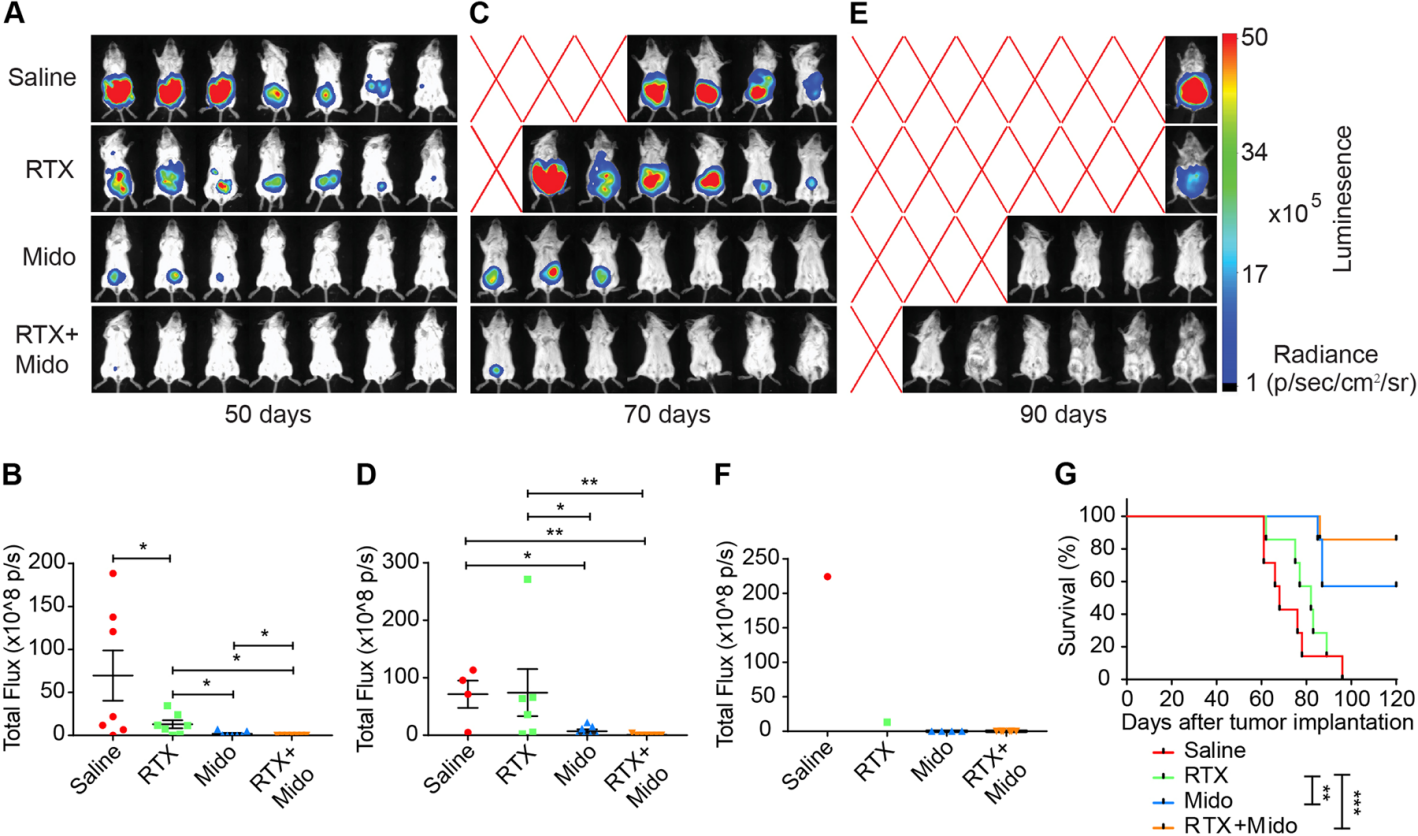
Combination treatment with midostaurin and rituximab significantly suppressed the tumor growth of the resistant Raji32 cells. Tumor masses are represented by the intensity of firefly luciferase activity (**a**, **c**, **e**), with the quantitative results of total photon flux shown in (**b**, **d**, **f**). **g** The survival curves of mice that were implanted with Raji32-Luc cells and treated with the indicated drugs. The data are presented as the means ± SEM (*n* = 7). *P < 0.05, **P < 0.01, ***P < 0.001. A red 'X' represents mouse death in (**c** and **e**). RTX rituximab (intraperitoneally injected at 118.4 mg/kg on days 8, 12 and 16), Mido midostaurin (administrated by gavage at 20 mg/kg/day on days 8–21 for total 14 days)

## Discussion

In the present study, we revealed that PKC was highly up-regulated and activated in rituximab-resistant BL cells. The administration of the pan-PKC inhibitor midostaurin alone or in combination with rituximab potently elicited apoptosis and dramatically improved OS, especially in resistant BL cells. Although the function of PKC in cancer development remains controversial^45^, PKC inhibitors are being widely tested for the treatment of multiple types of cancer in clinical trials. In April 2017, midostaurin was approved for the treatment of AML with the FLT3 mutation and advanced SM^42,43,46^. Currently, no clinical trials for BL treatment are registered at clinicaltrials.gov, although there have been a small number of studies reporting the importance of PKC activation in BL cells^47,48^. Therefore, our findings suggest that it is imperative to perform a clinical trial of midostaurin alone or in combination with rituximab, preferably for relapsed/refractory BL patients and possibly for other relapsed/refractory NHL patients with highly activated PKC.

Rituximab has achieved great success in the treatment of a broad variety of B-cell lymphomas. Rituximab may destroy CD20-expressing lymphocytes mainly via ADCC and CDC by binding to the CD20 on the membrane^17–19^. However, resistance to rituximab remains a major challenge for relapsed/refractory patients. Approximately 50% of patients are unresponsive to rituximab treatment despite CD20 expression, and initially responsive patients eventually develop resistance to further rituximab treatment^17,18^. It may be not possible to overcome the resistance to ADCC because this resistance likely results from the intrinsic immune features of patients^20^. Therefore, the current approaches mainly focus on enhancing the efficacy of rituximab-mediated CDC, including up-regulating CD20 expression using the histone deacetylase inhibitor trichostatin A^37^ or synthetic CpG oligodeoxynucleotides^38^ and inhibiting CD59 function using a modified monoclonal antibody^39,40^ or a bacterial toxin-derived ILYd4^32^. However, these effects observed in experimental systems require further careful investigation, including an assessment of their toxicity.

Although a direct rituximab-induced cytotoxic effect on lymphocytes is somewhat controversial, numerous studies in various NHL cells have demonstrated that rituximab lacks pro-apoptotic capability. Some strategies have been implemented to sensitize rituximab therapy by combining with other agents to increase the pro-apoptotic effect. These additional agents include macromolecules such as the humanized monoclonal mapatumumab targeting TRAIL-R1^49^, the genetically engineered fusion proteins scFvRit:sFasL^50^, Apo2 ligand (Apo2L)/TRAIL (dulanermin)^51,52^ and anti-CD20-interleukin-21^53^, and small molecules, such as the selective NEDD8 activating enzyme inhibitor pevonedistat (MLN4924)^54^, the mTOR (mammalian target of rapamycin) inhibitor temsirolimus^55^, and the proteasome inhibitor bortezomib^56^. However, the efficacy of these agents requires further confirmation or has been suggested to be insufficient based on clinical trials^52^. Interestingly, obinutuzumab (GA101), a novel type II glycol-engineered humanized monoclonal anti-CD20 IgG1 antibody, has shown its superior efficacy against CLL (chronic lymphocytic leukemia) and relapsed/refractory indolent NHL to rituximab^57,58^, due to the enhanced capability of inducing direct cell death and ADCC, though less potent in mediating CDC^59^. Moreover, the similar superior efficacy of obinutuzumab to rituximab has also been observed in rituximab-sensitive/resistant BL^60,61^. Although the underlying mechanisms by which obinutuzumab is able to induce strong direct cell death remain largely obscure, several mediators have been suspected including reactive oxygen species^27^, BCR (B cell antigen receptor) or cytotoxicity pathway^61^. Therefore, whether addition of midostaurin to obinutuzumab could enhance the antitumor activity is worthy of future investigation. Herein, we reported that midostaurin strongly enhanced rituximab activity by promoting apoptosis via PKC inhibition in BL cells.

Midostaurin was modified from staurosporine to improve the selectivity toward PKC and was then further found to inhibit other kinases, such as FLT3, PDGFR, KIT and VEGFR2, together with the midostaurin metabolites^62^. Midostaurin was found to be safe and tolerable when administered as a chronic oral therapy in a phase I clinical trial^63^ and was approved by the FDA (Food and Drug Administration) based on its effectiveness^64^. Considering that PKC was highly phosphorylated in the resistant BL cells, we tested the in vitro and in vivo effects of midostaurin on potentiating rituximab antitumor activity in the original and resistant BL cells. We found that midostaurin strongly enhanced rituximab cytotoxicity, especially in the resistant BL cells, by promoting apoptosis, possibly by altering the phosphorylation of downstream signaling molecules, including Bad, Bcl-2 and NF-κB. Our findings support the further evaluation in clinical trials of midostaurin alone or in combination with rituximab and with or without short-term intensive chemotherapy in relapsed/refractory BL patients.

## Supplementary information

Table S1. the list of antibodies in this study

Supplementary Data 1

Supplementary Data 2

# Supplementary material for: Midostaurin potentiates rituximab antitumor activity in Burkitt’s lymphoma by inducing apoptosis
**Source:** Cell Death Dis. 2018 Dec 18;10(1):8. doi: 10.1038/s41419-018-1259-5
**Supplement:** Supplementary file 1 — Table S1. the list of antibodies in this study

Table S1. The commercial antibodies used in this study.

| **Antibodies** | **Manufacturers** | **Applications in this study** | **Catalog Number** |
| --- | --- | --- | --- |
| CD59 (H-7) | Santa Cruz Biotechnology | WB (1:500) | sc-133170 |
| CD55 (H-7) | Santa Cruz Biotechnology | WB (1:500) | sc-133220 |
| CD46 Rabbit Polyclonal antibody | Proteintech | WB (1:500) | 12494-1-AP |
| CD20 (L26) | Santa Cruz Biotechnology | WB (1:500) | sc-58985 |
| β-actin (C4) | Santa Cruz Biotechnology | WB (1:1,000) | sc-47778 |
| Phospho-Akt (Ser473) (D9E) | Cell Signaling Technology | WB (1:1,000) | 4060 |
| Akt1 (C73H10) | Cell Signaling Technology | WB (1:1,000) | 2938 |
| Phospho-NF-kB(Ser536) (93H1) Rabbit mAb | Cell Signaling  Technology | WB (1:1000) | 3033 |
| NFKB p65 (F-6) | Santa Cruz Biotechnology | WB (1:500) | sc-8008 |
| goat anti-mouse IgG-HRP | Santa Cruz Biotechnology | WB (1:10,000) | sc-2005 |
| goat anti-rabbit IgG-HRP | Santa Cruz Biotechnology | WB (1:10,000) | sc-2004 |
| PE mouse Anti-Human CD59 (H19) | BD Pharmingen | FACS (20μL/test) | 560953 |
| Hu CD55 PE (IA10) | BD Pharmingen | FACS (5μL/test) | 561901 |
| APC anti-human CD46 (TRA-2-10) | BioLegend | FACS (5μL/test) | 352405 |
| APC anti-human CD20 (2H7) | BioLegend | FACS (5μL/test) | 302310 |
| Anti-PKC alpha antibody [Y124] | abcam | WB (1:1000) | ab32376 |
| Anti-PKC beta1 antibody [EPR18512] | abcam | WB (1:1000) | ab195039 |
| Anti-PKC beta2 antibody [Y125] | abcam | WB (1:1000) | ab32026 |
| Anti-PKC gamma antibody [EPR5979(2)] | abcam | WB (1:1000) | ab131222 |
| Anti-PKC eta antibody [EPR18513] | abcam | WB (1:1000) | ab179524 |
| Anti-Bcl-2 antibody [E17] | abcam | WB (1:1000) | ab32124 |
| Phospho-Bcl-2 (Thr56)  antibody | Cell Signaling  Technology | WB (1:1000) | 2875 |
| Phospho-Bad (Ser112)  (40A9) Rabbit mAb | Cell Signaling  Technology | WB (1:1000) | 5284 |
| Bad (D24A9) Rabbit mAb | Cell Signaling  Technology | WB (1:1000) | 9239 |

How the deposited data were processed for this re-analysis (not part of the article)

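RNA-seq measured gene expression in Ramos cells and in Ramos640 cells, with 1 library per cell line made from RNA pooled over 3 passages. The authors removed adaptor sequences from the Ion reads, aligned them to the human genome (GRCh37) with MapSplice (version 2.1.6), counted the reads on each gene and deposited these counts without normalization. The counting program, its gene annotation, its handling of reads that fit several genes and its use of strand are not named in the paper's text. Pseudogenes held 8.54% of the Ramos reads and 9.53% of the Ramos640 reads, so genes with near-identical copies are uncertain. The rest of the processing in the study (DEseq and pre-ranked GSEA) came after the deposited counts. No row of the table is blank or a total. Of the 37122 rows, 28 carry a number into which a spreadsheet program turned a gene's name. They hold 0.205% of the Ramos reads and 0.176% of the Ramos640 reads. The numbers are spreadsheet dates, and the rows were kept but not traced back to gene names here. Each library entered under the condition that the paper and the sample labels both give.

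The library totals were 38030090 reads for Ramos and 30871826 for Ramos640. Median-of-ratios size factors over the genes with reads in both libraries (1.14 and 0.876) set the scale, because the study used DEseq. TMM factors from edgeR and total counts were the alternatives, and they moved the median log2 fold change of the genes tested by -0.0097 and -0.080. The log2 fold change was computed with a pseudocount of 1, with 0.1 and 10 as alternatives. A gene counted as tested with at least 10 reads in the 2 libraries together (18778 genes), with 1 and 100 reads as alternative minimums. Intervals at 95% (Clopper-Pearson) cover counting error only. A fold against a library with 3 or fewer reads is given as a lower bound, from the limit of the interval and from the floor of 3 reads. With 1 library per cell line, neither edgeR's quasi-likelihood test nor DESeq2 can estimate a dispersion, so neither was run. The calls by the study's criteria used an exact binomial test on the reads with Benjamini-Hochberg adjustment, which compares the 2 libraries only, and edgeR's exact test with assumed biological coefficients of variation of 0.1, 0.2 and 0.4 was the alternative.

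Gene set enrichment followed the pre-ranked method with a weight exponent of 1 and the 50 and 127 genes of Supplementary Data 2. The NES is the score divided by the mean of the scores of the same sign among 10000 random lists, and the share of such lists with as large a score was set against the 0.25 that the study allows for the FDR. It describes these libraries and is not a p-value. Counting error of a score or median was the range of the central 95% of 200 Poisson redraws of the reads. The median log2 fold change of a list was placed among 10000 random lists matched on mean expression in 20 bins, and an alternative also matched GC content and transcript length over the 200 nearest genes. Length, GC content and coordinates came from GENCODE v44lift37 on GRCh37, the build of the study. Of the rows, 26511 matched by symbol and 2204 by an older symbol from the RefSeq table, which covered 83.9% of the genes tested and all members of both sets. The trend over GC content was a running median over 501 genes with at least 100 reads. Neighbouring genes were examined as medians over 21 protein-coding genes with at least 100 reads after this trend was removed, against 1000 shuffles of the genes.

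From the scores in Supplementary Data 2, the study's ranking could be read back. The offset that the scores imply, over 72 genes, had a median of 0.101 RPKM with quartiles of 0.0933 and 0.11. Of 175 scores, 173 lay within 0.1 of the log2 ratio of RPKM values with 0.1 added on total counts. This ranking was added as an alternative after the data were examined, as was the removal of the GC trend. All other alternatives, the 2 apoptosis gene lists and the tests of the sets, lists and calls were chosen before the data were examined, and the checks of GC content trends, neighbouring genes and other cells after. The alternatives without TRAF3, TLR4 or the Toll-like receptor genes leave out genes with extreme scores in Supplementary Data 2, which comes from the same libraries.

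The genes named are those the paper names, the 5 largest rises and 5 largest falls of each set among members with at least 10 reads, the anti-apoptotic and pro-apoptotic lists, and the 10 largest rises and 10 largest falls among all genes with at least 100 reads in the library where they are higher. Some genes that this rule selects are not reported here. Other named genes were chosen after their values were seen. Lists of T cell, epithelial and monocyte transcripts were written by hand after the data were examined, to look for other cells, and their results are in the closing section.

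Steps were tested on simulated data with Poisson counts drawn around the rates of the real genes. Of the genes with at least 100 reads, 200 were changed 4-fold. The binomial test recovered 100% of these 200 genes and called 3 of 18580 unchanged genes. No variation between cultures was simulated, which is what this test assumes, so its false calls in the real libraries remain unknown. The intervals held the true value for 95.9% of 18780 genes. In simulated data without changed genes, 25% of 200 random lists came under the enrichment threshold. Of these lists, 5.5% lay outside the central 95% of matched lists. Both checks covered genes with at least 10 reads and used lists matched on mean expression. The main enrichment, with unmatched lists from all 37122 genes, was not checked for how often random lists pass. With the exact test of edgeR, 98.5% of the 200 genes were recovered at an assumed variation of 0.2 and 0% at 0.4. A segment of 40 lowered genes was found with all 40 genes. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16. Western blots, FACS and the phosphorylation array were not analysed here.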

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

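All tests in this part were chosen after the results were seen.

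A segment of chromosome 18 had far fewer reads in Ramos640, in genes that the paper does not discuss. From 29202209 to 55470547 of GRCh37 (26.3 Mb, from B4GALT6 to ATP8B1), all 49 protein-coding genes with at least 100 reads were lower in Ramos640. Their median log2 fold change was -1.68 (quartiles -2.18 and -1.48), and all 49 fell by more than 1 on the log2 scale. They held 202943 reads in Ramos and 52698 in Ramos640. Over the other 10171 genes examined, 4.25% fell by more than 1 on the log2 scale. The edges were drawn from the same values, so each gene at an edge is uncertain. No member of the 2 gene sets lies in the segment, and BCL2 lies beyond it. The scaling of the 2 libraries would have moved the whole chromosome, but the other 84 genes of chromosome 18 had a median of -0.15. GC content is not the whole cause, since the median was -1.47 after the trend over GC content was removed. Chance is argued against by 1000 shuffles of the genes, in which no median over 21 neighbours was larger than 0.661 in size, against -1.67 here. The 9 protein-coding genes of the segment with 10 to 99 reads, which had no part in finding it, had a median of -1.19, and 7 of them were lower. The 10 processed pseudogenes with at least 30 reads inside the segment had a median of 0.28, and 4 were lower. A processed pseudogene can take reads of its parent gene elsewhere, and how such reads were counted is not stated. Fewer DNA copies of the segment in Ramos640 are a hypothesis. The nearest genes examined outside it were KCTD1 (-0.075), which ends at 24237365, and NEDD4L (-0.66), which starts at 55711458. Loss of DNA cannot be told apart from a change in regulation over the whole segment, since only RNA was measured here, and either may have arisen in culture with or without rituximab.

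A number of genes were read in 1 library and almost absent from the other, above the 3 reads that a count of 0 allows. There were 10 genes with at least 100 reads in Ramos and 3 or fewer in Ramos640, and 3 genes the other way round. By the limit of the 95% counting interval, LILRB1 was at least 107-fold lower in Ramos640 (782 and 1 reads), CPXM1 at least 89.4-fold (844 and 2), IL7R at least 48.9-fold (237 and 0), PRKCB at least 44.6-fold (216 and 0), PLCXD3 at least 36.9-fold (350 and 2) and CNKSR2 at least 29.9-fold (219 and 1). The other 4 lost genes had smaller bounds by the same limit. TLL1 was at least 22.7-fold lower (111 and 0 reads) and C20orf194 at least 16.6-fold (123 and 1). PLCB2 was at least 13.9-fold lower (103 and 1) and LOC100505501 at least 11.4-fold (133 and 3). PLCB2 and LOC100505501 are named here after their values were seen. NCKAP5 (0 and 268 reads), HFM1 (1 and 165) and PDZRN4 (0 and 125) were at least 94-fold, 38-fold and 43.5-fold higher in Ramos640 by the same limit. Computed against the floor of 3 reads instead, which leaves less room where 1 to 3 reads were counted, the bounds ran from 26.4-fold (PLCB2) to 216-fold (CPXM1) for the lost genes and from 54.3-fold (PDZRN4) to 116-fold (NCKAP5) for the gained genes. Depth is argued against, since at the other library's depth each of these 13 genes would have had at least 79.1 reads. A library of another cell line is argued against by the immunoglobulin genes. IGHV4-34 led in both libraries, with 87.6% of the IGHV reads in Ramos and 93.2% in Ramos640, and IGLV2-14 led the IGLV reads in both. T cells in 1 library are argued against by a median of 0 reads over 9 T cell transcripts in the library where it was larger. The most abundant of them were NKG7 (13 reads in Ramos) and CD3E (31 reads in Ramos640). Epithelial cells are argued against by a median of 14.5 reads over 8 transcripts. ANXA2 had 2202 and 1288 reads, so both libraries express it, and no other epithelial transcript exceeded 28 reads. Monocytes are argued against by a median of 2.5 reads over 6 transcripts. CTSS had 1153 and 965 reads in the 2 libraries, and LYZ had 0 and 1. What stays open is a change in the cells themselves, through the selection with rituximab or through growth of a subclone, which 1 library per cell line cannot separate. The paper reports more PKCβ2 protein in Ramos640 (Fig. 4a), while PRKCB, the gene that encodes it, had no reads there.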

How the results depend on the processing

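All alternatives were chosen before the data were examined, except the ranking by RPKM values and the removal of the GC trend, which were chosen after seeing the data. TRAF3 has the highest score of its set in Supplementary Data 2, which comes from the same libraries. TLR4, TLR6, TLR1 and TLR10 have the lowest of theirs. Leaving such genes out is therefore not a choice independent of these data. For no change below was the cause tested, except where a setting leaves out the genes it names.

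The NES of the TNFs/NF-κB/Bcl-2 set was positive under all 13 alternatives, from 1.03 to 2.17 (with the unweighted running sum, which also reflects expression). It came to the other side of the 25% limit with a pseudocount of 0.1 (NES 1.03, share 38.6%) and without TRAF3 (NES 1.10, share 26.6%). TRAF3 has the largest rise of the set, so leaving it out could only lower the score. The random lists kept their own largest genes, so this setting cannot show a special dependence on TRAF3. The NES of the p53 set was negative under all 14 alternatives, from -2.42 (also with the unweighted running sum) to -0.95. It passed the limit with a pseudocount of 0.1 (NES -1.05, share 34.1%), with only genes with at least 10 reads (-1.08, 31.1%), against lists matched on GC content and transcript length (-1.09, 28.1%), without the Toll-like receptor genes (-0.95, 57.3%) and without TLR4 (-1.08, 28.0%). TLR4 has the largest fall of the p53 set, so leaving it out is open to the same objection as leaving out TRAF3. The share fell below its main value under others. For the p53 set, whose main share was 14.8%, it was 2.04% against lists matched on mean expression, 4.18% with only genes with at least 100 reads, 5.94% with a pseudocount of 10 and 6.99% with total counts. For the TNFs/NF-κB/Bcl-2 set, with a main share of 13.3%, it was 4.47%, 3.92% and 4.65% under the first 3 of these and 18.3% with total counts. Ranking by RPKM values gave an NES of 1.47 (share 1.75%) and -1.17 (share 16.6%). With the GC trend removed the values were 1.30 (9.07%) and -1.16 (18.1%).

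The medians of the 2 sets and of the anti-apoptotic genes kept their sign and stayed inside the central 95% of matched lists under every alternative run. The nearest to the limit was the TNFs/NF-κB/Bcl-2 set over all genes with at least 1 read, with a median of 0.17 just inside the upper limit of 0.171. The median of the pro-apoptotic genes reversed to -0.035 with total counts and stayed inside the central 95% under all 8 alternatives.

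The count of 2023 higher and 2469 lower genes moved by over 1.5 times under 3 alternatives. It was 317 and 503 in edgeR's exact test with an assumed biological coefficient of variation of 0.2, 27 and 36 with 0.4, and 1023 and 1336 with a fold change over 2 or under 0.5, a stricter criterion by construction. Scaling to total counts moved the counts less, to 1677 higher and 2991 lower genes, but lowered the share of higher genes among the calls from 45.0% to 35.9%. Simulated genes changed 4-fold were not recovered at 0.4 either, so that count says little about smaller changes.

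Of the 85 genes named by rule, 15 moved beyond their counting interval with total counts, all 15 downward, and 3 changed sign. A pseudocount of 10 moved 18. TMM factors and a pseudocount of 0.1 moved 0. Depth limits BCL2, BCL2A1, JUN, CDKN1A and IRAK2, whose intervals include 0.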

Differences from the paper's values

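The NES of the TNFs/NF-κB/Bcl-2 set was 1.22, against the paper's value of about 1.5 in Fig. 3, read by eye. Of the alternatives set before the data were examined, a pseudocount of 10 (1.38), only genes with at least 10 reads (1.44), only genes with at least 100 reads (1.53) and random lists matched on mean expression (1.37) came within the counting error of the paper's value, and the others did not. Ranking by RPKM values with 0.1 added, chosen after seeing the values, gave 1.47.

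The share of random lists that reached the score of this set was 13.3%, against the paper's FDR of about 1.5% in Fig. 3, read by eye. The enrichment score itself was 0.464, near the 0.473 of Supplementary Data 2. The main ranking held 37122 genes, 12889 of them without reads, while the study's held 20048, so the random lists are unlike. For a single set the FDR is estimated from this share. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. Ranking by RPKM values, chosen after seeing the values, gave 1.75%.

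The score of TLR4 was -2.37 on the scale of log2 RPKM values with 0.1 added, against the paper's value of -3.15 in Supplementary Data 2. On the main scale its log2 fold change was -4.75. The alternatives set before the data were examined were not run on the RPKM scale, which depends on the transcript length taken for the gene.

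From its GSEA of the 2 gene sets, the paper states that anti-apoptotic genes went up and pro-apoptotic genes went down in Ramos640. It does not list the genes it means. In the lists used here the anti-apoptotic genes had a median log2 fold change of -0.088 and the pro-apoptotic genes one of 0.045, and neither stood apart from matched lists. The central 95% of these lists ran from -0.41 to 0.43 for 7 genes and from -0.31 to 0.28 for 12. Shared changes within these limits could not have been told apart. With wider lists the medians were -0.034 and 0.068.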

Other observations

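All tests in this part were chosen after the results were seen, with these exceptions. The removal of the Toll-like receptor genes, the matching on GC content and the scalings by total counts and TMM factors were set before. That removal leaves out genes with the lowest scores in Supplementary Data 2, which comes from the same libraries.

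The RNA of genes that the paper measured as protein gives the following values. The paper reports less CD20 and more CD59 protein in Ramos640, slightly less CD55 and no change in CD46 (Fig. 1). MS4A1, which encodes CD20, had 9654 reads in Ramos and 1904 in Ramos640, a log2 fold change of -1.96 (interval from -2.03 to -1.89). CD59 rose by 0.37 on the log2 scale (interval from 0.26 to 0.48). CD55 was at -0.065 with an interval that includes 0, and CD46 at -0.53 (interval from -0.62 to -0.44). The paper reports more PKCα, β2 and η protein (Fig. 4a). The log2 fold change of PRKCA was 0.26, PRKCH was at -1.94 with 88 and 17 reads, and PRKCB was at least 44.6-fold lower by the limit of its interval. The paper reports less Bad and more p65 protein (Fig. 4a). BAD, which overlaps GPR137, was at 0.48 (interval from 0.26 to 0.70) and RELA at 0.56 (interval from 0.49 to 0.63). Of the genes whose products were more phosphorylated in the paper's array (Fig. 3), CDKN1B (0.92), MYC (0.79) and AKT2 (0.49) were higher and PTK2 (-1.73) and CREB1 (-0.38) were lower. ITGB3 had 5 and 2 reads. Among the genes of this paragraph with at least 10 reads, these directions held with total counts and with TMM factors.

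Other large changes among genes with at least 100 reads were rises of SH2D1A (6 and 478 reads), TRIO (61 and 1604), SLAMF7 (21 and 426), DNAJC12 (52 and 741), EGFR (5 and 140), ST3GAL6 (5 and 138) and CCDC85A (5 and 125), and falls of CD99 (454 and 6) and CCDC50 (362 and 5). No explanation was tested for single genes.

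The log2 fold changes rose with GC content over most of the range. Counting noise of genes with few reads is argued against, since Spearman's rho was 0.493 across the 2507 protein-coding genes with at least 5000 reads. Library preparation may cause such a trend. With 1 library per cell line, a technical cause cannot be told apart from a difference between the cells, and the rho of 0.432 across 10220 genes is open to either.

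This trend bears on the 2 gene sets. The members of the TNFs/NF-κB/Bcl-2 set with at least 10 reads had a median GC content of 54.5%, against 48.2% over the genes tested. Their median log2 fold change of 0.13 became 0.031 once the trend was removed, at a percentile of 64.3 among matched lists, so GC content is a candidate explanation of the small shift of the median. It is argued against as the whole cause of the NES, since 6.30% of random lists matched on GC content and transcript length reached the score. For the p53 set, 28.1% of such lists reached the score, but 18.1% did so in the ranking with the trend removed. These lie on both sides of the 25% limit, so for this set GC content cannot be told apart from other causes.

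Some of the Toll-like receptor genes carry much of the score of the p53 set. Of the 7 with at least 10 reads, 4 fell and 3 rose, or 5 and 2 with total counts. The 10 genes hold 22.8% of the set's summed absolute log2 fold changes, 20.0% in genes that fell and 2.87% in genes that rose, and without the 10 genes 57.3% of random lists reached the score that remained. TLR10, TLR1 and TLR6 lie side by side on chromosome 4 from 38773859 to 38858438, and the next genes examined, TMEM156 (-1.43) and KLHL5 (-1.26), fell as well. Of the 12 nearest protein-coding genes with at least 100 reads, 3 fell by more than 1 and the median of the 12 was -0.056. A fall shared by neighbours may therefore count more than once in the set's score, which is a hypothesis that was not tested further.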
